# Efemp1 and p27^Kip1^ modulate responsiveness of pancreatic cancer cells towards a dual PI3K/mTOR inhibitor in preclinical models

**DOI:** 10.18632/oncotarget.859

**Published:** 2013-02-26

**Authors:** Sandra Diersch, Wenzel Patrick, Melanie Szameitat, Philipp Eser, Mariel C. Paul, Barbara Seidler, Stefan Eser, Marlena Messer, Maximilian Reichert, Philipp Pagel, Irene Esposito, Roland M. Schmid, Dieter Saur, Günter Schneider

**Keywords:** pancreatic cancer, PI3K, Efemp1, p27, Bez235

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) remains a dismal disease with a poor prognosis and targeted therapies have failed in the clinic so far. Several evidences point to the phosphatidylinositol 3-kinase (PI3K)-mTOR pathway as a promising signaling node for targeted therapeutic intervention. Markers, which predict responsiveness of PDAC cells towards PI3K inhibitors are unknown. However, such markers are needed and critical to better stratify patients in clinical trials.

We used a large murine Kras^G12D-^ and PI3K (p110α^H1047R^)-driven PDAC cell line platform to unbiased define modulators of responsiveness towards the dual PI3K-mTOR inhibitor Bez235. In contrast to other tumor models, we show that Kras^G12D-^ and PI3K (p110α^H1047R^)-driven PDAC cell lines are equally sensitive towards Bez235. In an unbiased approach we found that the extracellular matrix protein Efemp1 controls sensitivity of murine PDAC cells towards Bez235. We show that Efemp1 expression is connected to the cyclin-dependent kinase inhibitor p27^Kip1^. In a murine Kras^G12D-^ driven PDAC model, p27^Kip1^ haploinsufficiency accelerates cancer development in vivo. Furthermore, p27^Kip1^ controls Bez235 sensitivity in a gene dose-dependent fashion in murine PDAC cells and lowering of p27^Kip1^ decreases Bez235 responsiveness in murine PDAC models.

Together, we define the Efemp1-p27^Kip1^ axis as a potential marker module of PDAC cell sensitivity towards dual PI3K-mTOR inhibitors, which might help to better stratify patients in clinical trials.

## INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) remains a dismal disease with a median survival under six months and a five-year survival rate of 5% [1]. No effective therapies for locally advanced or metastatic tumors exist, demonstrating the need to define novel therapeutic strategies and markers, which predict responsiveness.

Phosphatidylinositol 3-kinases (PI3K) build a conserved group of lipid kinases, composed of catalytically and regulatory subunits, which phosphorylate the 3` hydroxyl group of phosphatidylinositols, whereby generating phophatidylinositol (3,4,5) trisphosphate (PI(3,4,5)P3) from PI(4,5)P2 at the inner plasma membrane [2]. Intracellular PIP3 levels are tightly regulated by the tumor suppressor phosphatase and tensin homolog deleted on chromosome 10 (PTEN), which dephosphorylates PIP3 and therefore terminates PI3K signaling [3]. PIP3-induced proximity between the phosphoinositide-dependent protein kinase 1 (PDK1) and the AKT kinase allows PDK1 to phophorylate threonine 308 of AKT1 [2]. The PTEN-PI3K-AKT-mTOR pathway is frequently deregulated in PDAC. At the genetic level, mutations in the catalytical active class Ia PI3K subunit p110α [4] (www.sanger.ac.uk/genetics/CGP/cosmic/) and the regulatory subunit p85α [5] as well as amplification of AKT2 [6] were described. Accordingly, mutant p110α^H1047R^ can initiate and drive the carcinogenesis in the murine pancreas and the PI3K-PDK1 pathway is an essential node for Kras^G12D^-driven murine PDAC [7]. Furthermore, PTEN expression is lost or significantly reduced in human PDAC cell lines and tumor specimens [8] and surrogate markers of PI3K activity, like phosphorylation of AKT [7, 9, 10], were commonly detected in human and murine PDAC. Of note, AKT phosphorylation is inversely correlated with survival of PDAC patients [9, 11, 12]. Functionally, PI3K signaling is linked to processes like proliferation, therapeutic/apoptosis resistance, control of metabolism and angiogenesis in PDAC [13].

Due to the frequent activation of the PI3K pathway, PI3K inhibitors are promising therapeutic targets in solid tumors [14] including PDAC [13]. In agreement, the imidazoquinoline dual PI3K-mTOR inhibitor Bez235 revealed efficacy in *in vivo* models of PDAC [15, 16]. Furthermore, the pan-class I PI3K inhibitor GDC 0941 prevented tumor progression in an endogenous genetically defined mouse model and a humanized primary orthotopic xenotransplant model of PDAC [7]. Nevertheless, markers, which predict and modulate the response towards PI3K-mTOR inhibitors in PDAC are ill defined. In an attempt to unbiased define modulators of PI3K inhibitor sensitivity, we used a large murine PDAC cell line platform. We demonstrate here that Efemp1 as well as p27^Kip1^ axis controls responsiveness of PDAC cells towards Bez235.

## RESULTS

### Murine PDAC cells are sensitive to the dual PI3K/mTor Inhibitor Bez235

To determine the sensitivity of murine Kras^G12D^-driven or p110α^H1047R^-driven PDAC cells towards the dual PI3K/mTor inhibitor Bez235, we treated 35 cell lines with Bez235 for 72 hours. Viability was measured using MTT assays and the IC_50_ values were calculated using a non-linear regression analysis [17]. IC_50_ values between 2.4 nmol/L for the most sensitive up to 30.8 nmol/L were determined (figure 1A). Statistics can be found in supplemental table 1. No statistically significant difference in the mean IC_50_ values of murine Kras^G12D^-driven (mean IC_50_ value: 9.85 +/− 1.15 nmol/L) and p110α^H1047R^-driven (mean IC_50_ value: 7.51 +/− 0.97 nmol/L) PDAC cells was detected (figure 1B), arguing that the PI3K pathway is equally important to maintain viability in both models investigated. Interestingly, cell lines isolated from metastases reveal significantly higher IC_50_ values (mean IC_50_ value: 12.15 +/− 1.97 nmol/l) compared to cell lines isolated from primary PDAC (mean IC_50_ value: 7.43 +/− 0.72 nmol/L) (figure 1C). In contrast to the high sensitivity of the murine PDAC cell lines towards Bez235, IC_50_ values for the mTOR inhibitor Rad001 are high ranging from 0.28 to 6.49 μmol/L (supplemental table 1), which might argue for a significant contribution of the PI3K inhibition for the Bez235 sensitivity.

**Figure 1:**
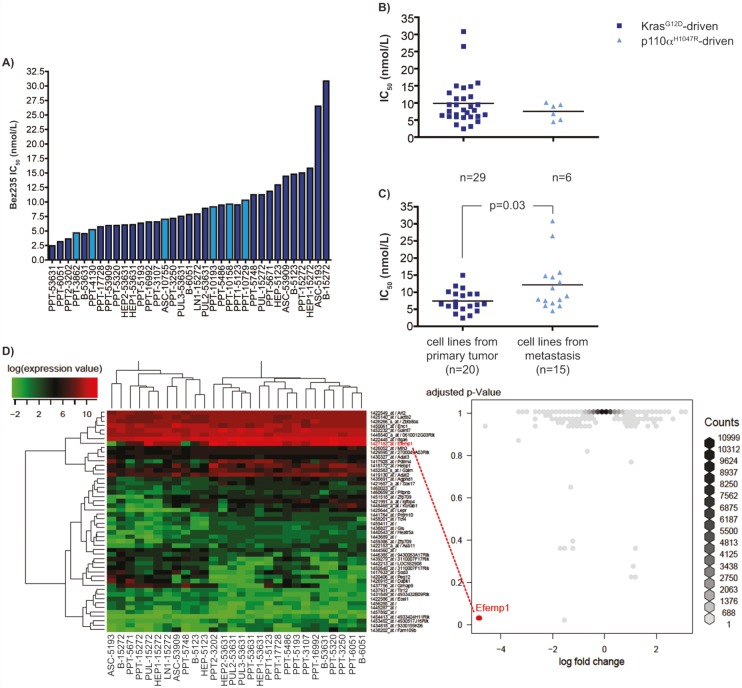
Bez235 IC_50_ values and differential expressed genes A) IC_50_ values of murine PDAC cell lines. 29 murine Kras^G12D^-driven (dark blue) or 6 p110α^H1047R^-driven (light blue) PDAC cell lines were treated with different concentrations of Bez235 and viability was determined after 72 hours using MTT assay`s. IC_50_ values were calculated using a non-linear regression analysis. B) Comparison of the IC_50_ values of Kras^G12D^-driven (dark blue) (n=29) or p110α^H1047R^-driven (light blue) (n=6) PDAC cell lines. Shown is the mean IC_50_ value of both groups. The p value is indicated. C) Comparison of the IC_50_ values of cell lines derived from primary PDAC (dark blue) (n=20) or metastasis (light blue) (n=15). Shown is the mean IC_50_ of both groups. The p value is indicated. D) Differential expression analysis of transcriptome profiles of 18 murine PDAC cell lines with a Bez235 IC_50_ < 10 nM and 10 murine PDAC cell lines with a Bez235 IC_50_ > 10 nM. Volcano-plot (right) showing the fold-change and p-value for all probesets calculated by comparing the two groups of samples. Most probesets (dark-grey) show no change in expression levels but some show observable higher probability to be differentially expressed. Efemp1 (log fold-change -4.7, p-value 0.02) stands out from the rest showing high expression levels in Bez235 sensitive murine PDAC cells and low expression in Bez235 insensitive murine PDAC cells. The 50 probesets with the highest fold-change are shown in a heatmap (left).

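Between lines with an IC_50_ above and below 10 nmol/L, 99.2% of the 45037 probe sets analysed differed by less than 1 on the log2 scale, and the median log2 fold change was -0.0024. A difference of more than 1 was seen for 358 probe sets, of more than 2 for 32 and of more than 3 for 2. The probe set of Efemp1 was the only one of the 45037 with a difference of more than 4. Of the probe sets with an unadjusted p under 0.05, 880 had a higher and 923 a lower mean signal in the lines with high IC_50_ values. Efemp1 was the only probe set with an adjusted p under 0.5 from limma, and the next smallest adjusted p was 0.9997. At the unadjusted threshold 2252 probe sets are expected by chance, against 1803 found.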

To unbiased find genes differentially expressed in murine PDAC cells sensitive to Bez235, we used microarrays available from 28 murine PDAC cell lines. 

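Arrays of 23 murine PDAC cell lines were analysed, with 1 array per line, and the remaining lines of the set were not analysed here. The lines were low-passage cultures that received no drug, so the arrays show the transcriptome before any exposure to Bez235. Biotin-labelled RNA was hybridised to GeneChip Mouse Genome 430 2.0 arrays, on which a transcript is measured by a set of short probes, the probe set. The authors corrected the intensities for background, normalized them between arrays and summarised them to 1 log2 value per probe set. The supplementary methods name VSN for these steps and the submitters' processing notes name RMA, and which of them made the values is not settled by the sources used here. The medians of the arrays lay between 3.58 and 3.89 on the log2 scale. After 64 control probe sets had been left out, 45037 were tested without a filter on dim signals, of which 34945 carried 1 gene symbol, 932 several and 9160 none. Cell lines with high IC_50_ values were compared with those with low IC_50_ values in limma, with Benjamini-Hochberg adjustment over all probe sets, and a negative log2 fold change stands for a lower signal in the lines with high IC_50_ values. Each line counted as 1 replicate. By the numbers in their names the lines came from 14 mice, and 5 of these mice gave 14 of the lines, so the lines are not all independent of each other. The number of arrays limits the precision. On simulated arrays of the same group sizes limma recovered 38% of 50 probe sets changed by 0.5 on the log2 scale and 78% of 50 changed by 1. It recovered 94% of 50 changed by 2 and 98% of 50 changed by 4, next to 9 false calls among the 45037 probe sets. These shares describe the simulated arrays and are not the power for the real lines. Efemp1 had a log2 fold change of -4.66 and an adjusted p of 0.286 from limma. Its SD was 0.87 in the lines with low and 3.01 in those with high IC_50_ values.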

We defined two groups according to an Bez235 IC_50_ cutoff of 10 nmol/L that best separates the available 28 cell lines with high and low Bez235 IC_50_ values. 

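Of the lines analysed here, 14 had a Bez235 IC_50_ below 10 nmol/L, between 2.43 and 9.46 nmol/L with a median of 6.45 nmol/L, and 9 had one above it, between 11.25 and 30.84 nmol/L with a median of 14.42 nmol/L. The paper's groups hold 18 and 10 lines. The low IC_50_ group consisted of 9 lines from primary tumours and 5 from metastases of 10 mice. In the high IC_50_ group, 3 lines came from primary tumours and 6 from metastases of 6 mice. Lines of 2 mice were found in both groups. Supplemental table 2 lists a Trp53 R172H allele for 5 lines of the low and 1 line of the high IC_50_ group and no Trp53 allele for 4 and 3 lines, and the genotype of 5 lines in each group was not used here. The 95% confidence interval of the IC_50_ value in supplemental table 1 reached across 10 nmol/L for 7 of the 14 lines below the cutoff and for 6 of the 9 lines above it. One line of the high group is labelled B-152727 on its array and was taken as the line B-15272 of supplemental table 1.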

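In lines with high Bez235 IC_50_ values, genes of the interferon response and targets of p53 had higher signals as groups, while genes of cholesterol synthesis, of proliferation and of the fibulin family had lower signals. These 5 of the 27 gene lists passed limma's camera test at an adjusted p under 0.05, and 0 lists passed with an estimated correlation between genes. Of 100 divisions of the lines into groups of the same sizes, 54 gave at least 5 passing lists, so chance cannot be excluded for this number. Of 15 measured interferon response genes 13 had a positive log2 fold change, with a median of 0.68 (camera, adjusted p = 1.28e-08; adjusted p = 0.369 with an estimated correlation). Among them were Cxcl10, a chemokine induced by interferon, with a log2 fold change of 1.54 (standard error 0.59), and Bst2, which tethers enveloped viruses to the cell surface, with 0.86 (standard error 0.31). The line ASC-5193 reached a Cxcl10 signal of 10.53, against a mean of 5.67 ± 2.12 (SD, n = 9) in its group, and without it the log2 fold change of Cxcl10 was 0.93 (standard error 0.40). The mean over the interferon list was higher by 0.60 (standard error 0.32, exact permutation test over lines, two-sided p = 0.0581) in the lines with high IC_50_ values, by 0.30 (standard error 0.23, exact p = 0.198) without ASC-5193, where the list had an adjusted camera p of 6.33e-05, and by 0.14 (standard error 0.20, exact p = 0.517) without ASC-5193 and PPT-5748. Of 12 measured p53 targets 10 had a positive log2 fold change, with a median of 0.52 (camera, adjusted p = 1.03e-05; adjusted p = 0.369 with an estimated correlation). The mean over the p53 list was higher by 0.42 (standard error 0.30, exact permutation test over lines, two-sided p = 0.178), and without PPT-5671 by 0.25 (standard error 0.29, exact p = 0.398), with an adjusted camera p of 0.00447. The difference of the p53 list means was larger without ASC-5193, 0.58 (standard error 0.30, exact p = 0.0663). It was 0.44 (standard error 0.32, exact p = 0.184) without PPT-5748 and 0.62 (standard error 0.32, exact p = 0.0642) without both. Cdkn1a, which encodes the cell cycle inhibitor p21, differed by 1.33 (standard error 0.55) and Mdm2, the ubiquitin ligase of p53, by 0.72 (standard error 0.26); the difference of Mdm2 was -0.03 (standard error 0.10) at another probe set and -0.06 over the 10 lines whose IC_50_ interval excludes 10 nmol/L. Cdkn1a lay at 6.20 to 7.45 in the 5 lines with low IC_50_ values and a listed Trp53 R172H allele. It lay at 8.79 to 10.70 in the other 9 lines with low IC_50_ values. Of the lines with high ones, ASC-5193, the 1 with a listed R172H allele, lay at 9.68 and the other 8 at 9.09 to 11.39. PPT-5193, of the same mouse as ASC-5193, lay at 6.20. Without the lines with a listed R172H allele the difference was 0.30 (standard error 0.30) for Cdkn1a and 0.41 (standard error 0.26) for Mdm2, and the p53 list had an adjusted camera p of 0.00837 (adjusted p = 0.826 with an estimated correlation). Of 13 cholesterol synthesis genes 12 had a negative log2 fold change, with a median of -0.38 (camera, adjusted p = 0.000655; adjusted p = 0.979 with an estimated correlation), among them Insig1, a sterol sensor, with -0.55 (standard error 0.25). All 19 measured proliferation genes had a negative log2 fold change, with a median of -0.19 (camera, adjusted p = 0.00264; adjusted p = 0.979 with an estimated correlation), and the cyclin gene Ccnb2 differed by -0.55 (standard error 0.25). The adjusted p of the proliferation list was 0.56 without PPT-5748 and 0.141 without PPT-5671, and that of the cholesterol synthesis list 0.0524 without PPT-5671. The fibroblast list had a negative log2 fold change in 10 of 11 genes and an adjusted camera p of 0.114. No member of these lists passed over all probe sets, and adjusted over the list alone 1 gene, Efemp1, passed in the fibulin family and none in the others.
Among single genes after Efemp1, the smallest p-values belonged to Cpsf3, the endonuclease that cleaves pre-mRNA at the polyadenylation site, with a log2 fold change of -0.38 (standard error 0.08), and to 0610012G03Rik with -0.47 (standard error 0.11). Spry2, a feedback inhibitor of receptor tyrosine kinase signalling, differed by -0.47 (standard error 0.11) at this probe set and by 0.01 (standard error 0.21) at another one. Itga6, a subunit of laminin receptors, differed by -0.70 (standard error 0.17) and Rpp25, a subunit of ribonuclease P, by -1.85 (standard error 0.46). Higher mean signals in the lines with high IC_50_ values were measured for Gimap9 with a log2 fold change of 2.17 (standard error 0.55), Enc1 with 0.76 (standard error 0.20) and the lipid kinase gene Pip4k2c with 0.36 (standard error 0.09). The difference of Gimap9 was -0.46 when the mouse was kept as a fixed block. Genes labelled in Fig. 1D, read by eye, included the leptin receptor gene Lepr with -2.14 (standard error 0.82), Hebp1 with -1.56 (standard error 0.43), Peg12 with 1.77 (standard error 0.54) and the extracellular superoxide dismutase gene Sod3 with 1.63 (standard error 0.49). For Gimap9, Peg12 and Sod3 in the lines with low IC_50_ values, and for Rpp25 and Lepr in the lines with high ones, the group mean lies below the median of all values on the arrays and is not shown to be above background, so the sizes of these differences are uncertain. None of the genes in this paragraph passed, each with an adjusted p of 0.9997 from limma. At an adjusted p under 0.05 limma called 0 probe sets, with 1803 at an unadjusted p under 0.05. The methods' t-test gave 1792 probe sets at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment, and limma with trended and robust variances gave 0, with 1777 unadjusted.

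**Figure D1:**
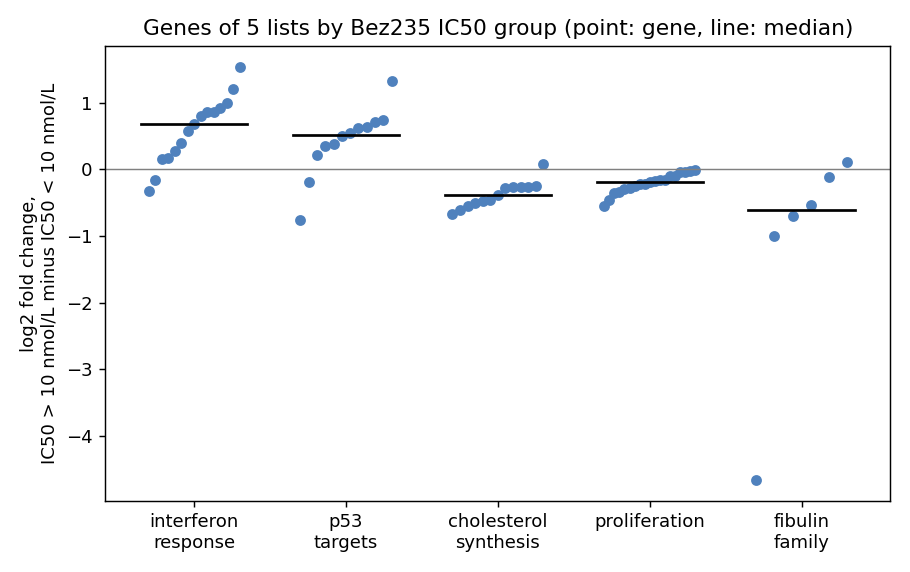
Log2 fold change (y axis) of each measured gene (point) of 5 gene lists (x axis), lines with a Bez235 IC_50_ above 10 nmol/L minus lines below it, with the median of each list as a black line. The medians lie at 0.68 for interferon response genes, 0.52 for p53 targets, -0.38 for cholesterol synthesis genes and -0.19 for proliferation genes, and the lowest point of the fibulin family is Efemp1.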

The 50 most significant genes that are differentially expressed in cell lines with low and high Bez235 IC_50_ values are shown in figure 1D. 

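Efemp1, measured by 1 probe set, had a log2 signal of 10.14 ± 0.87 (SD, n = 14 lines) in lines with low IC_50_ values and of 5.48 ± 3.01 (SD, n = 9 lines) in lines with high IC_50_ values. The log2 fold change was -4.66 (standard error 0.80). It ranked 1 of 45037 probe sets both by the size of the log2 fold change and by p. The unadjusted p from limma was 6.35e-06 and the adjusted p over all probe sets was 0.286, so the difference did not pass an adjusted threshold of 0.05. Taken as a single gene, 17 of all 817190 divisions of the lines into groups of 14 and 9 gave a difference as large (exact permutation test, two-sided p = 2.08e-05). Efemp1 was picked for its difference between these groups, so that p restates the choice, and it takes the lines as independent although 14 of them come from 5 mice. With the mouse as a fixed block the log2 fold change was -4.40 (standard error 1.81; limma, p = 0.0334, adjusted p = 0.72). In 8 of the 9 lines with high IC_50_ values Efemp1 lay below the lowest value of the sensitive lines, 8.47 in PPT-5486. The exception was PUL-15272 with 10.33. ASC-53909, with 8.44, lay so close to PPT-5486 that 1 array per line does not show them to differ. The lowest signals were those of PPT-5748 with 1.72, ASC-5193 with 2.26 and B-15272 with 2.56, and all 3 lie below the median of all values on the arrays, 3.76. With the IC_50_ value as a continuous measure in place of the 2 groups, the Efemp1 signal was lower by 2.72 on the log2 scale (slope -2.72, standard error 0.45) for each doubling of the IC_50_ value, with an adjusted p of 0.161 from limma. Efemp1 did not stand alone in this fit: the next smallest adjusted p from limma was also 0.161, and 15 probe sets had one under 0.5.

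**Figure D2:**
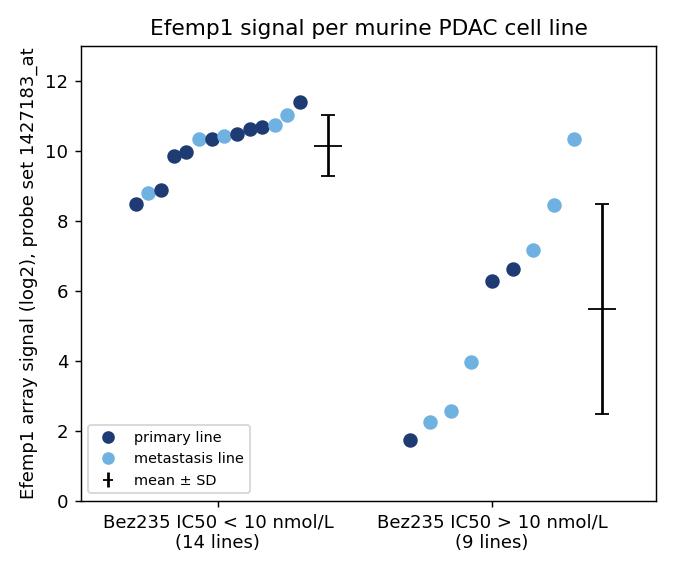
Log2 array signal of Efemp1 (y axis) in each murine PDAC cell line, for 14 lines with a Bez235 IC_50_ below 10 nmol/L and 9 lines above it (x axis); dark points are lines from primary tumours, light points lines from metastases, and bars give mean ± SD. The sensitive lines lie between 8.47 and 11.41 and the lines with high IC_50_ values between 1.72 and 10.33.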

The gene, which was statistically significantly differentially expressed between cells with a low and high IC_50_ value and revealed the greatest expression difference in both groups, was the EGF-containing fibulin-like extracellular matrix protein 1 (Efemp1/Fibulin3) gene (log fold-change -4.7, p-value 0.02) (figure 1D).

### Efemp1 expression correlates with Bez235 IC50 values

Efemp1 belongs to the Fibulin protein family of secreted glycoproteins, which are components of the extracellular matrix [18]. When array mRNA expression data of 28 cell lines for Efemp1 were correlated with Bez235 IC_50_ values, a Spearman correlation coefficient of r=0.86 (p<0.0001) was calculated (figure 2A). 

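Over the 23 lines analysed, the log2 signal of Efemp1 fell with rising Bez235 IC_50_ values, with a Spearman rho of -0.835 (permutation p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 7e-05 over a family of 7 relations) and a Pearson r of -0.781 with log2 IC_50_ (permutation p = 1e-05; adjusted p = 7e-05). Without ASC-5193 and B-15272, the 2 lines farthest from the median IC_50_, r was -0.643 (permutation p = 0.00199) and rho -0.803. With 1 mean value for each of the 14 mice, rho was -0.811 (permutation p = 0.00068) and r -0.747 (permutation p = 0.00135). Within the 12 lines from primary tumours rho was -0.804 (permutation p = 0.00232) and r -0.675 (permutation p = 0.0178), and within the 11 lines from metastases rho was -0.939 (permutation p = 3e-05) and r -0.893 (permutation p = 0.00014). Within the 14 lines with an IC_50_ below 10 nmol/L rho was -0.565 (permutation p = 0.0377) and r -0.434 (permutation p = 0.112). Within the 9 lines above it, rho was -0.301 (exact permutation p = 0.427) and r -0.541 (exact permutation p = 0.147), so among those 9 lines alone the relation did not pass the test. Efemp1 was picked for its difference by these IC_50_ values in these lines, so the p-values over all lines restate the choice, and over all probe sets limma's adjusted p for the slope on log2 IC_50_ was 0.161. The paper reports the correlation over its own set of arrays in Fig. 2A and then argues from qPCR measurements in a larger set of lines, which were not re-analysed here, that Efemp1 is a marker for Bez235 sensitivity.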

To corroborate the array expression data, we quantified Efemp1 mRNA expression in 35 murine PDAC cell lines using qPCR (figure 2B). Again, a significant correlation of Efemp1 with Bez235 IC_50_ values was evident (Spearman correlation coefficient of r=0.62; p<0.0001) (figure 2C), arguing that Efemp1 is a marker for Bez235 sensitivity.

**Figure 2:**
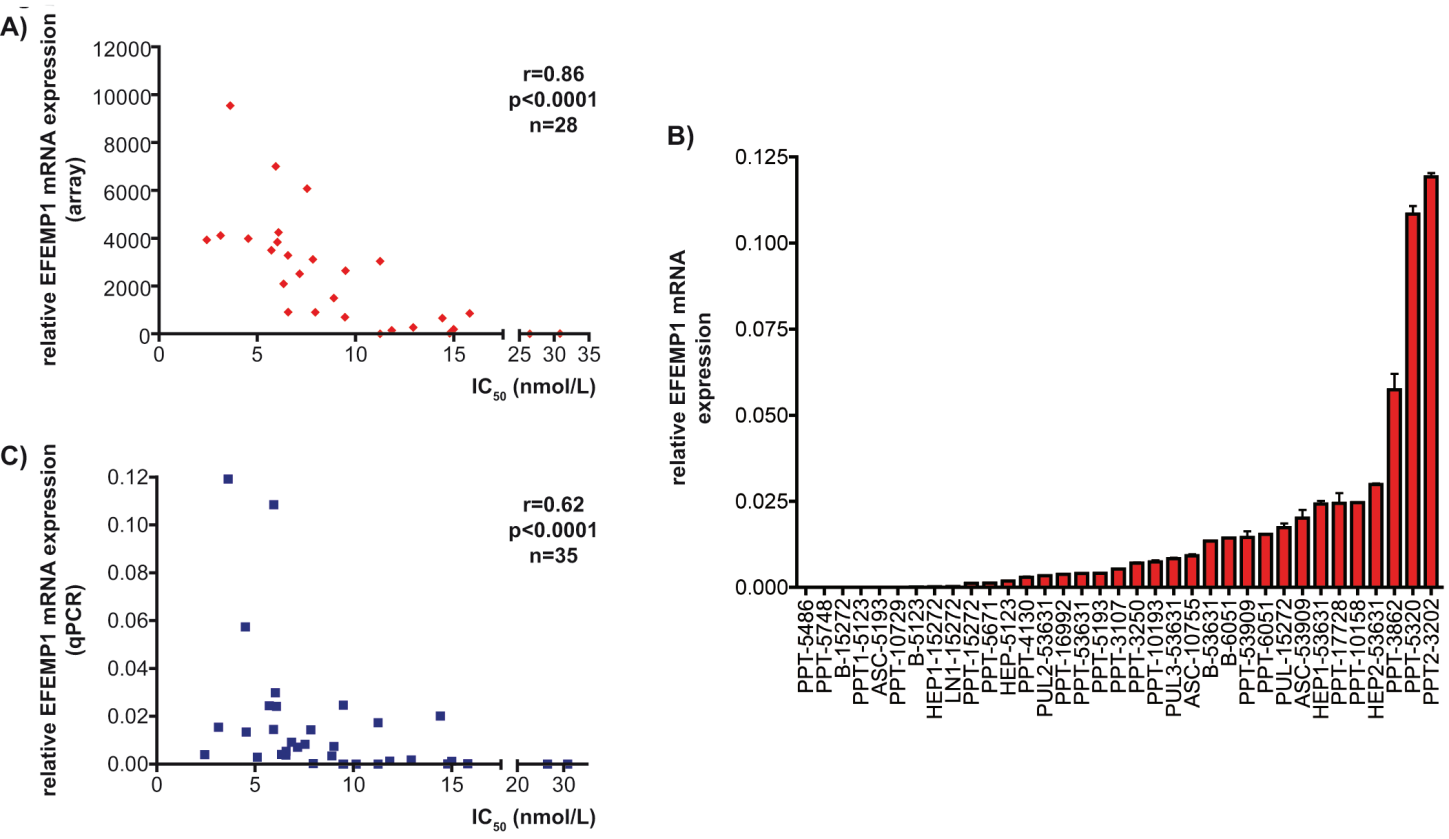
Efemp1 expression correlates with Bez235 IC_50_ values A) Bez235 IC_50_ values of 28 murine PDAC cell lines were correlated with relative Efemp1 expression from the microarray dataset. Spearman r and statistics are indicated. B) Efemp1 mRNA expression of 35 murine PDAC cell lines was determined by qPCR using cyclophilin A mRNA as reference. C) Bez235 IC_50_ values of 35 murine PDAC cell lines were correlated with relative Efemp1 expression determined by qPCR. Spearman r and statistics are indicated.

### Efemp1 increases sensitivity towards Bez235

To demonstrate a functional relevance of Efemp1 modulating Bez235 sensitivity we used gain- and loss-of-function studies. We stably transfected the murine ASC-5193 cell line (IC_50_ high) with an Efemp1 expression vector. Figure 3A, demonstrates increased expression of the Efemp1 mRNA in two clones compared to control transfected cells. We were not able to detect murine Efemp1 protein with the available Efemp1 antibodies. Bez235 leads to PI3K pathway inhibition, as measured by dephosphorylation of AKT and S6, irrespectively of the stable transfection of Efemp1 (figure 3B). However, as suggested by the correlation of Efemp1 expression with Bez235 IC_50_ values, elevation of Efemp1 expression increased the sensitivity of murine ASC-5193 towards Bez235 (figure 3C).

**Figure 3:**
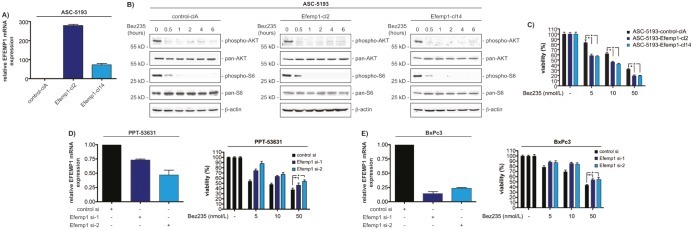
Efemp1 expression modulates Bez235 responsiveness A) ASC-5193 cells were stably transfected with a control (control-clA) or an Efemp1 expression vector (Efemp1-cl2 and Efemp1-cl14). Efemp1 mRNA expression was determined by qPCR using cyclophilin A mRNA as reference. B) ASC-5193 control-clA, Efemp1-cl2 and Efemp1-cl14 cells were treated with 50 nmol/L Bez235 over time as indicated. Western blots determine phosphorylation of AKT (S473) and S6 (S235/236) as well as expression of pan-AKT and pan-S6. β-actin controls equal protein loading. C) ASC-5193 control-clA, Efemp1-cl2 and Efemp1-cl14 were treated with Bez235 for 72 hours as indicated. Afterwards viability was measured using MTT assays. D) *Left graph*: PPT-53631 cells were transfected with control siRNA or two specific Efemp1 siRNAs. After 72 hours relative Efemp1 mRNA expression was determined by qPCR using cyclophilin A mRNA as reference. *Right graph*: PPT-53631 cells were transfected with control siRNA or two specific Efemp1 siRNAs. After 24 hours cells were treated for 72 hours as indicated. Afterwards viability was measured using MTT assays. E) *Left graph*: BxPc3 cells were transfected with control siRNA or two specific Efemp1 siRNAs. After 72 hours relative Efemp1 mRNA expression was determined by qPCR using cyclophilin A mRNA as reference. *Right graph*: BxPc3 cells were transfected with control siRNA or two specific Efemp1 siRNAs. After 24 hours cells were treated for 72 hours as indicated. Afterwards viability was measured using MTT assays.

In addition to the gain-of-function approach, we used RNAi to demonstrate the effects of Efemp1 towards the Bez235 sensitivity in the murine PPT-53631 cells (IC_50_ low) as well as in human BxPc3 cells. Knockdown of Efemp1 in PPT-53631 and BxPc3 cells was demonstrated at the level of mRNA using qPCR in PPT-53631 (figure 3D, left graph) and BxPc3 cells (figure 3E, left graph). Reducing Efemp1 expression decreased Bez235 sensitivity in PPT-53631 (figure 3D, right graph) and BxPc3 cells (figure 3E, right graph). Together, these data demonstrate that Efemp1 modulates sensitivity towards Bez235 in cell-based PDAC models.

### Efemp1 increases the expression of the cyclin-dependent kinase inhibitor p27^Kip1^

Since we have demonstrated that inhibition of the PI3K pathway in human PDAC models induces a cytostatic response with a G1-phase arrest in the cell cycle involving the cyclin-dependent kinase inhibitor p27^Kip1^ [19, 20] and p27^Kip1^ was recently shown to control sensitivity towards dual PI3K/mTOR inhibition [21], we investigated p27^Kip1^ in ASC-5193 overexpressing Efemp1. p27^Kip1^ protein levels were significantly elevated in stably Efemp1 transfected clones compared to the control clone (figure 4A). Increased p27^Kip1^ protein was distributed in the cytoplasm and the nucleus in the investigated ASC-5193 clones (figure 4A, right panel). Consistently, RNAi targeting Efemp1 leads to the downregulation of p27^Kip1^ protein expression in murine PPT-3202 and PPT-53631 cells (figure 4B). Knockdown in PPT2-3202 and PPT-53631 cells was controlled at the level of Efemp1 mRNA expression (data not shown).

**Figure 4:**
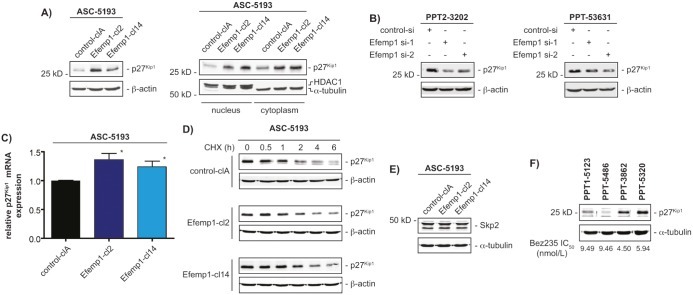
Efemp1 controls expression of p27^Kip1^ A) *Left panel*: Western blot detected expression of p27^Kip1^ in whole cell extracts of ASC-5193 cells stable transfected with a control (control-clA) or an Efemp1 expression vector (Efemp1-cl2 and Efemp1-cl14). β-actin controls equal protein loading. *Right panel*: Western blot of p27^Kip1^ expression in cytoplasmatic and nuclear extracts of ASC-5193 cells transfected with a control (control-clA) or an Efemp1 expression vector (Efemp1-cl2 and Efemp1-cl14). HDAC1 and α-tubulin controls cytoplasmatic and nuclear fractionation and loading. B) PPT2-3202 and PPT-53631 cells were transfected with a control siRNA or two specific Efemp1 siRNAs. After 48 hours western blot detected expression of p27^Kip1^. β-actin controls equal protein loading. C) ASC-5193 cells were stable transfected with a control (control-clA) or an Efemp1 expression vector (Efemp1-cl2 and Efemp1-cl14). p27^Kip1^ mRNA expression was determined by qPCR using cyclophilin A mRNA as reference. D) ASC-5193 control-clA, Efemp1-cl2 and Efemp1-cl14 cells were treated with cycloheximide (50 μg/ml) over time as indicated. Western blot detected expression of p27^Kip1^. β-actin controls equal protein loading. E) Skp2 western blot in ASC-5193 control-clA, Efemp1-cl2 and Efemp1-cl14 cells. β-actin controls equal protein loading. F) Western blot of p27^Kip1^ expression in murine PPT1-5123, PPT-5486, PPT-3862 and PPT-5320 PDAC cell lines. α-tubulin controls equal protein loading. Bez235 IC_50_ values for each cell line are depicted.

To investigate how Efemp1 controls p27^Kip1^ protein expression, we measured p27^Kip1^ mRNA expression and protein turnover. A slight increase in p27^Kip1^ mRNA expression was observed in stably Efemp1 transfected ASC-5193 cells compared to controls (figure 4C). Protein turnover of p27^Kip1^ was not changed in ASC-5193 cells, irrespectively of Efemp1 expression (figure 4D). Consistently, the expression of a main regulator of p27^Kip1^ degradation in PDAC cells, the F-box protein S-phase kinase associated protein 2 (Skp2) [19], was not changed in the stable Efemp1 transfected ASC-5193 clones (figure 4E). To confirm the correlation of p27^Kip1^ and Bez235 responsiveness, we measured p27^Kip1^ protein expression in murine PDAC cell lines with different IC_50_ values. Consistent with the data from stable Efemp1 transfected ASC-5193 cells, p27^Kip1^ was higher expressed in murine PDAC cell lines with lower Bez235 IC_50_ values (figure 4F).

### p27^Kip1^ haploinsufficiency accelerates cancer development in a murine Kras^G12D^-driven PDAC model

To demonstrate the modulatory effect of p27^Kip1^ towards the PI3K inhibitor response at the genetic level, we attempted to generate p27^Kip1+/−^ and p27^Kip1−/−^ murine PDAC cell lines. We crossed the *p27^Kip1^* knockout mouse line [22] into the *Ptf1a^Cre/+^;LSL-Kras^G12D/+^* (KC mice thereafter) mouse model of PDAC [23]. Kaplan-Meier analysis demonstrated that p27^Kip1^ haploinsufficiency accelerates cancer development in the investigated model (figure 5A). PDACs developing in KCp27^Kip1+/−^ (figure 5B, II) mice are differentiated ductal adenocarcinomas as observed in KC mice (figure 5B, I). Furthermore, there is a tendency of an increased macroscopic metastasis rate into lymph nodes, liver and lungs in KCp27^Kip1+/−^ mice (KC, n=43, 39.1% macroscopic metastasis; KCp27^Kip1+/−^, n=13, 69.2% macroscopic metastasis; Fisher`s exact test p=0.067). Although KCp27^Kip1−/−^ mice die with a median survival of 179 days (figure 5A), no invasive cancers were detected (figure 5B, III). Histological, pancreata of KCp27^Kip1−/−^ mice show desmoplastic reaction with numerous PanIN lesions (figure 5B, III). Pancreata of KCp27^Kip1−/−^ mice are massively enlarged (figure 5B, IV and 5C), leading to obstruction of the surrounding GI-tract and subsequent death. Furthermore, cell lines isolated from KCp27^Kip1−/−^ tumors undergo a senescence crisis *in vitro* (figure 5B, V).

**Figure 5:**
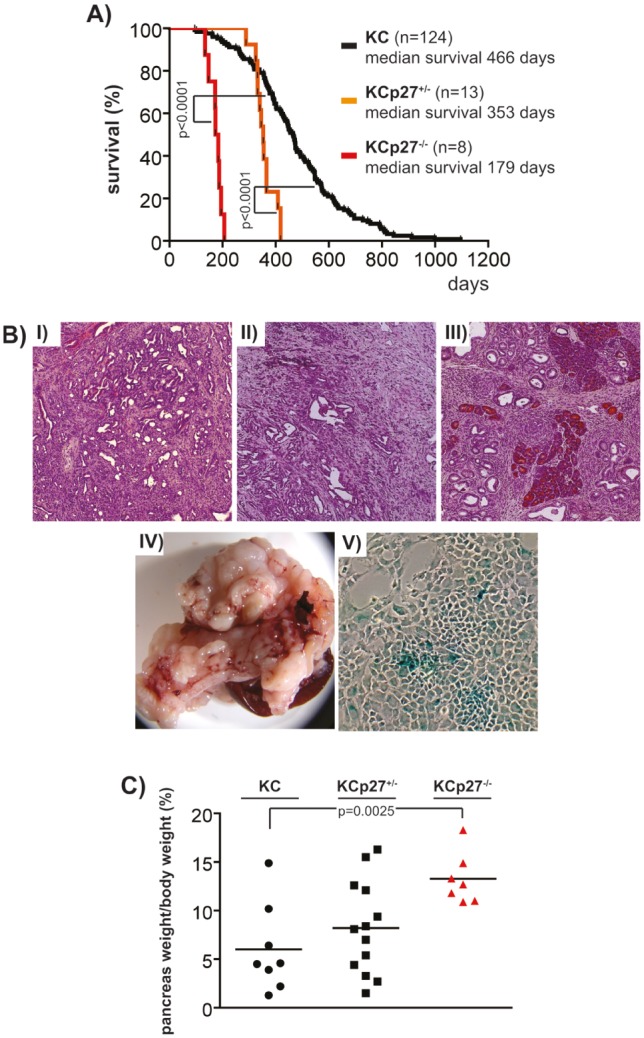
p27^Kip1^ haploinsufficiency accelerates Kras^G12D^-dependent cancer development in the murine pancreas A) Kaplan-Meier survival curves of the indicated genotypes. p values of the log-rank test are indicated. B) Microscopie of the PDAC of *I)* KC mice and *II)* KCp27^Kip1+/−^ mice and of the pancreas with typical pre-malignant changes observed in *III)* KCp27^Kip1+/−^ mice. (original magnification 50x) *IV)* Macroscopic appearance of the pancreas of KCp27^Kip1−/−^ mice. *V)* Microscopic images of epithelial cells isolated from KCp27^Kip1−/−^ mice in culture stained for SA-β-galactosidase. (original magnification 100x). C) Pancreas weight/body weight % of the indicated genotypes. p value of the Student`s t-test is indicated.

### p27^Kip1^ expression levels determine Bez235 sensitivity

Expression levels of p27^Kip1^ were downregulated at protein (figure 6A) and mRNA (figure 6B) level in cell lines from KCp27^Kip1+/−^ mice compared to KC cell lines. p27^Kip1^ protein and mRNA expression was absent in cell lines from KCp27^Kip1−/−^ mice (figure 6A and 6B). To prove the contribution of p27^Kip1^ towards the control of Bez235 sensitivity, IC_50_ values of four cell lines from KCp27^Kip1+/−^ as well as cell lines from KCp27^Kip1−/−^ tumors were determined and compared to the IC_50_ values of p27^Kip1^-proficient PDAC cell lines (n=35). As shown in figure 6C, lowering p27^Kip1^ expression increased IC_50_ values in a gene dose-dependent manner.

**Figure 6:**
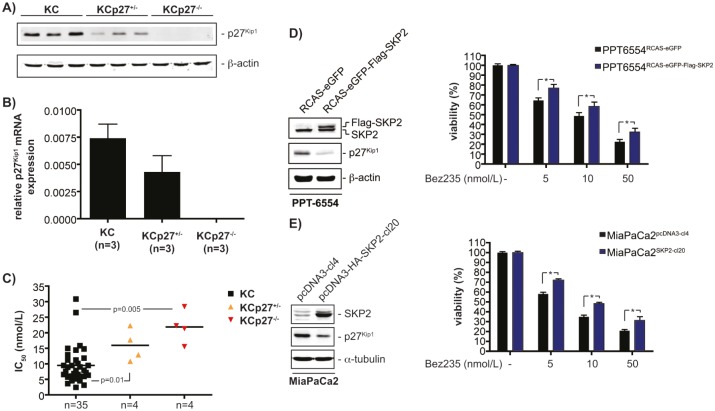
p27^Kip1^ controls responsiveness of PDAC cells towards Bez235 A) Western blot detects expression of p27^Kip1^ in the murine cell lines with the indicated genotype. β-actin controls equal protein loading. B) p27^Kip1^ mRNA expression in cell lines with the indicated genotype was determined by qPCR using cyclophilin A mRNA as reference. C) IC_50_ values of four KCp27^Kip1+/−^ and four KCp27^Kip1−/−^ cell lines were determined and compared to the IC_50_ values of 35 murine PDAC cell lines. The p value is indicated. D) *Left panel*: Murine PPT-6554 cells were transduced with RCAS-Flag-Skp2-EGFP virus or the RCAS-EGFP control retrovirus. Western blot detected expression of Skp2 and p27^Kip1^. β-actin controls equal protein loading. *Right graph*: Murine PPT-6554 cells transduced with RCAS-Flag-Skp2-EGFP virus or the RCAS-EGFP control retrovirus were treated with Bez235 as indicated or were left as vehicle treated controls. After 72 hours viability was determined with MTT assays. E) *Left panel*: Western blot of Skp2 and p27^Kip1^ expression in MiaPaCa2 cells stably transfected with a control (pcDNA3-cl4) or a HA-tagged Skp2 expression vector (pcDNA3-HA-Skp2-cl20). α-tubulin controls equal protein loading. *Right graph*: MiaPaCa2 cells stably transfected with a control (pcDNA3-cl4) or a HA-tagged Skp2 expression vector (pcDNA3-HA-Skp2-cl20) were treated with Bez235 as indicated or were left as vehicle treated controls. After 72 hours viability was determined with MTT assays.

To further establish the role of p27^Kip1^ as a regulator of Bez235 sensitivity, we reduced the expression of p27^Kip1^ by increasing Skp2 expression in the murine PPT-6554 cell line and the human MiaPaCa2 cell line. Increasing the expression of Skp2 leads to a significant downregulation of p27^Kip1^ in PPT-6554 (figure 6D, left panel) and MiaPaCa2 cells (figure 6E, left panel). Lowering p27^Kip1^ by Skp2 decreases sensitivity of PPT-6554 (figure 6D, right graph) and MiaPaCa2 (figure 6E, right graph) cells for Bez235, further supporting the notion that p27^Kip1^ is an important regulator of Bez235 sensitivity in cell-based PDAC models.

## DISCUSSION

A goal of personalized medicine is to stratify patients to maximize therapeutic responses to specific targeted therapies. Therefore, there is the need to gain insights into the molecular mode of action of targeted therapies and to define markers and modulators of responsiveness. Here we used a large murine PDAC cell line platform to unbiased find modulators of the response towards the dual PI3K/mTOR inhibitor Bez235. By the use of gain- and loss-of-function experiments, we demonstrate that Efemp1 and p27^Kip1^ are involved in the control of Bez235 sensitivity of PDAC cells in this preclinical model.

In several tumor entities predictive markers for responsiveness towards PI3K-AKT pathway inhibition were described, whereat genetic lesions in the components of the PI3K-AKT pathway were found positively correlated with PI3K inhibitor sensitivity. Consistently, p110α mutation and/or loss of PTEN expression may characterize sensitive cancer cells [24-29]. Although a low number of patients were included, a recent clinical trial reported increased response rates towards PI3K-AKT-mTOR inhibitors, when patients with gynecologic malignancies were stratified with regard to the presence of a p110α mutation [30]. Consistent, an increased response rate towards PI3K-AKT-mTOR inhibitors in p110α mutated cancers was recently confirmed in a retrospective study [31]. In addition to genetic changes, surrogate marker of PI3K pathway activation, like phosphorylation of AKT, denote increased flux through the signaling pathway and therefore may indicate PI3K inhibitor sensitivity in some cancer models investigated [32, 33]. However, discrepant results for genetic markers as well as pathway activation markers to predict PI3K inhibitor sensitivity were reported. For example, no correlation of the PTEN status with the responsiveness of breast cancer cells towards GDC 0941 was detected [26] and neither p110 nor PTEN mutations were correlated with PI3K inhibitor sensitivity in the JFCR39 human cancer cell line panel [33]. Furthermore, no correlation between basal activity of PI3K-AKT signaling and the potency of Bez235 to induce dephosphorylation of AKT was observed [24] and the extend of inhibition of the PI3K/AKT signaling pathway at the biochemical level induced by PI3K inhibitors does not predict the biological response [34]. These results argue that tumor-type specificities contribute to the discrepant results with respect to markers predicting the response towards PI3K inhibitors. This notion is now also corroborated by our results. Concordantly, mutations in the oncogenes KRAS or BRAF are reported to confer resistance towards PI3K pathway inhibitors [24, 26, 33, 35, 36]. Consistent, murine p110α^H1047R^-driven lung cancers respond to Bez235 therapy, whereas murine Kras^G12D^-driven lung cancers do not [37]. In contrast our preclinical murine PDAC cell line platform demonstrates that murine PDAC cells are equally sensitive towards Bez235, irrespectively whether they are initiated and driven by p110α^H1047R^ or Kras^G12D^ oncogenes. These data argue that I) the PI3K pathway is an important node and target for therapeutic intervention in PDAC and II) that each tissue has its unique and specific signaling requirements for tumor maintenance. Furthermore, tumor entity specific markers might be necessary to predict sensitivity towards PI3K inhibition.

The combined partial/complete response rate of p110α mutated cancers towards PI3K-AKT-mTOR inhibitors is only 18% to 30% [30, 31], arguing that further markers predicting responsiveness towards these targeted therapies are needed. We detected the Efemp1 gene differentially expressed in murine PDAC cells with low and high sensitivity for Bez235. 

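Of the 7 fibulin family genes, 6 were measured on the arrays, and 5 of them had a lower mean signal in the lines with high Bez235 IC_50_ values (camera, adjusted p = 0.0134; adjusted p = 0.218 with an estimated correlation). The family was chosen because it includes Efemp1, which alone passed when adjusted over the list alone (limma, adjusted p = 3.81e-05), so its direction is not independent of that gene. Fbln2, another fibulin, had log2 signals of 11.50 ± 0.61 (SD, n = 14) in the sensitive lines and 10.50 ± 2.81 (SD, n = 9) in the others, a log2 fold change of -1.004 (standard error 0.73) with an adjusted p of 0.9997 from limma. Another probe set of Fbln2 had a log2 fold change of 0.18 (standard error 0.34). The difference of Fbln2 rested on 1 line, ASC-5193, at 3.25, and without it the log2 fold change was -0.098 (standard error 0.28). Fbln1 had a log2 fold change of -0.53 (standard error 0.44) with an adjusted p of 0.9997 from limma, and of 0.47 (standard error 0.64) over the 10 lines whose IC_50_ interval excludes 10 nmol/L.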

Efemp1 belongs to the fibulin protein family, glycoproteins of the extracellular matrix consisting out of Fibulin 1 to 7 [18]. Efemp1 can conduct pro-tumorigenic as well as tumor-suppressive functions dependent on the cancer type. In PDAC, Efemp1 mRNA was upregulated in 13 of 15 investigated cancer specimens [38]. Efemp1 mRNA expression was variable increased ranging from 1.5 to over 10 fold induction in cancers compared to normal tissues [38]. This is consistent with our expression analysis in the murine PDAC cell line platform, which also demonstrates a variable expression of the Efemp1 mRNA. 

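Across the 23 lines the Efemp1 signal ranged from 1.72 in PPT-5748 to 11.41 in PPT-5320 on the log2 scale, and 1.72 is near the floor of the arrays. Its standard deviation of 3.02 ranked 65 of 45037 probe sets, where the median probe set had a standard deviation of 0.28. The variation was present among lines from primary tumours, with a standard deviation of 2.74, and among lines from metastases, with one of 3.37. Lines from the same mouse differed as well: PPT-5193 had a signal of 9.84 and ASC-5193 of 2.26, and the 4 lines of mouse 15272 ranged from 2.56 in B-15272 to 10.33 in PUL-15272. In contrast, the 4 lines of mouse 53631 lay between 10.43 and 11.03, and PPT-6051 and B-6051 had 10.62 and 10.33. With 1 array per line, the error of a single value is not known.

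**Figure D3:**
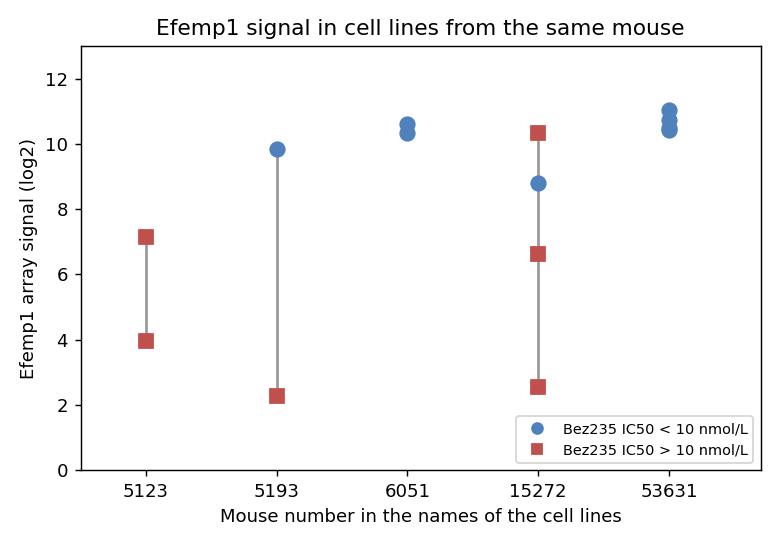
Log2 array signal of Efemp1 (y axis) in cell lines of the 5 mice that gave several lines (x axis, the mouse number in the names of the lines); circles are lines with a Bez235 IC_50_ below 10 nmol/L, squares lines above it, and grey lines join the lines of 1 mouse. The 4 lines of mouse 53631 lie within 0.6 of each other, and PPT-5193 and ASC-5193 lie 7.58 apart. ASC-5193, at 2.26, lies below the median of all values on the arrays, 3.76, so the size of this gap is uncertain.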

The variable expression of Efemp1 might argue that high Efemp1 expression characterizes a subtype of PDAC. Since our gain- and loss-of-function studies shows that high Efemp1 expression increases the responsiveness towards Bez235, this PDAC subtype might benefit from PI3K inhibitors.

Considering recent observations that Efemp1 can easily be detected in serum of patients with pleural mesothelioma and that high serum Efemp1 levels discriminates asbestos-exposed persons without mesothelioma from asbestos-exposed persons with mesothelioma [39], points to an avenue to include Efemp1 serum levels as a biomarker in trials with PI3K-mTOR inhibitors in PDAC. However, high Efemp1 serum levels were not detected in breast cancer, prostate cancer, ovarian cancer, lung cancer (with effusion) or glioblastoma [39]. Therefore, the definite prove that a PDAC subgroup with high Efemp1 serum levels exists and responds to PI3K-mTOR inhibitors, awaits further clinical investigations.

Mechanistically, Efemp1 was shown to promote metastasis, cell cycle progression and apoptosis resistance in a human PDAC model [38]. To induce changes in cellular behavior of tumor cells, Efemp1 acts in a para- and autocrine fashion by modulating signaling pathways like the EGF receptor pathway [40] or the NOTCH pathway [41]. We detected that the cyclin-dependent kinase inhibitor p27^Kip1^ is connected to Efemp1 expression. Loss of p27^Kip1^ expression, which occurs in 50-70% of PDACs, is a marker for poor prognosis of the disease [42-44]. Consistent, we observed acceleration of the Kras^G12D^-driven carcinogenesis in the pancreas of p27^Kip1+/−^ mice. Furthermore, we provide genetic evidence that higher p27^Kip1^ expression increases the sensitivity of PDAC cells for Bez235, which might characterize p27^Kip1^ as a further predictive marker for PI3K-mTOR inhibitor sensitivity in PDAC. Interestingly, p27^Kip1^ was shown to be predictive for dual PI3K-mTOR inhibitor sensitivity in a cell-based model of pituitary adenomas from rats with multiple endocrine neoplasia-like syndrom [21] and p27^Kip1^ expression correlated with rapalog sensitivity in the NCI-60 cell line platform [45].

Whereas increasing Efemp1 expression induces p27^Kip1^ expression, and vice versa, reducing Efemp1 expression reduces p27^Kip1^ expression in the investigated murine cell lines, it is currently unknown whether p27^Kip1^ is the sole effector directed by Efemp1 to modulate PI3K-mTOR inhibitor sensitivity. Since the aim of the current study was to unbiased define markers for PI3K-mTOR inhibitor sensitivity in PDAC models, clarification of this topic awaits further experiments beyond the scope of the current manuscript.

Although we provide some evidence that Efemp1 and p27^Kip1^ are also relevant in human PDAC models to control the sensitivity towards the dual PI3K-mTOR inhibitor, sufficient validation of both markers depends on the availability of a large low-passaged human PDAC cell line platform currently unavailable in our laboratory. Furthermore, additional *in vivo* studies, beyond the scope of the current manuscript, are needed to additional define the predictive value of Efemp1 and p27^Kip1^ for PI3K-mTOR inhibitor sensitivity in pre-clinical settings.

In conclusion, we have defined the Efemp1-p27^Kip1^ axis as predictive for the sensitivity of PDAC cells for the dual PI3K-mTOR inhibitor Bez235 in a murine pre-clinical model. These observations might help to better stratify clinical trials with PI3K-mTOR inhibitors in PDAC.

## MATERIAL AND METHODS

### Compounds

Are described in supplementary methods.

### Cell lines, generation and culture of murine PDAC cells

Primary dispersed murine pancreatic cancer cells were established from genetically engineered Kras^G12D^- or p110α^H1047R^ -based mouse models of PDAC and cultivated as described [46, 47]. A description of the used murine cell lines can be found in supplemental table 2. Human PDAC cells (MiaPaCa2 and BxPc3) were cultured as described [46].

### Mouse strains

Mouse strains are described in supplementary methods. The strains were interbred to obtain mice with the respective genotypes as described [48]. All animal studies were conducted in compliance with European guidelines for the care and use of laboratory animals and were approved by the local authorities.

### Histochemistry and SA-β-galactosidase staining

For histopathological analysis, murine specimens were fixed in 4% formaldehyde, embedded in paraffin and sectioned (3 μm thick). Tumors were stained with haematoxylin and eosin as described [48, 49]. SA-β-galactosidase staining is described in supplementary methods.

### Total cell lysates, Nuclear extracts, Western blot and Viability assays

Whole cell lysates and nuclear extracts were prepared and western blots were carried out as recently described [46, 47, 50, 51]. Used antibodies are described in supplementary methods. Western blots were performed using Odyssey Infrared Imaging System (LI-COR Biosciences) as described [47]. Viability of the cells was measured using MTT-assays as described [46].

### RNA interference

siRNAs were transfected with polyethylenimine (Sigma-Aldrich) at a final concentration of 50 nM as described [52]. siRNAs were purchased from Eurofins (Ebersberg, Germany) and sequences are depicted in supplementary methods.

### Quantitative Reverse-Transcriptase PCR

Total RNA was isolated from pancreatic carcinoma cell lines using the RNeasy kit (Qiagen) following the manufacturer`s instructions. Quantitative mRNA analyses were performed as previously described using real-time PCR analysis (TaqMan, PE StepOnePlus, Real time PCR System, Applied Biosystems) [19]. Primers are depicted in supplementary methods.

### Gene Expression profiling and bioinformatics

Total RNA from murine PDAC cell lines was prepared using the RNeasy kit (Qiagen). Labeled cRNA was synthesized, hybridized onto GeneChip Mouse Genome 430 2.0 arrays (Affymetrix) [17]. Microarray analysis is described in supplementary methods. Microarray data were submitted to the GEO repository (Accession: GSE40609).

### Stable transfection, RCAS virus construction and RCAS virus transduction

Are described in supplementary methods.

### Statistical methods

A two-tailed Student`s t-test was used to test statistical significance. * denotes a p-value of at least <0.05. p-values were calculated with GraphPad Prism4 software. IC_50_ values were calculated with GraphPad Prism4 using a non-linear regression model. Kaplan-Meier survival curves were compared by log-rank test. All data were obtained from three independent experiments performed in triplicate, and the results are presented as mean and standard error of the mean (S.E.M).

## Supplementary Tables and Methods

# Supplementary material for: Efemp1 and p27Kip1 modulate responsiveness of pancreatic cancer cells towards a dual PI3K/mTOR inhibitor in preclinical models
**Source:** Oncotarget. 2013 Feb 26;4(2):277–88. doi: 10.18632/oncotarget.859
**Supplement:** Supplementary file 1

Efemp1 and p27Kip1 modulate responsiveness of pancreatic cancer cells towards a dual PI3K/mTOR inhibitor in preclinical models – Diersch et al

Supplementary Table 1:

MTT BEZ235 Rad001

(72 h) IC50 (nmol/L) CI 95% IC50 (mol/L) CI 95%

PPT-53631 2.43 1.65-3.57 0.54 0.30-0.98

PPT-6051 3.14 1.96-5.02 0.73 0.38-1.37

PPT2-3202 3.63 2.98-4.42 0.28 0.13-0.58

PPT-3862 4.50 3.26-6.22 n.d.

B-53631 4.54 2.99-6.90 0.29 0.14-0.59

PPT-4130 5.11 4.13-6.34 n.d.

PPT-17728 5.72 4.11-7.96 0.52 0.26-1.07

PPT-53909 5.93 4.63-7.60 1.26 0.77-2.07

PPT-5320 5.94 4.96-7.12 0.51 0.30-0.80

HEP2-53631 6.03 3.87-9.40 3.06 2.16-4.33

HEP1-53631 6.08 3.71-9.99 0.57 0.31-1.07

PPT-5193 6.34 3.95-10.19 0.97 0.63-1.48

PPT-16992 6.56 4.97-8.68 1.09 0.78-1.50

PPT-3107 6.57 4.18-10.31 0.53 0.32-0.87

ASC-10755 6.85 5.26-8.93 n.d.

PPT-3250 7.16 4.73-10.85 0.57 0.32-1.03

PUL3-53631 7.54 5.23-10.88 0.49 0.25-0.97

B-6051 7.83 5.35-11.46 0.72 0.46-1.13

LN1-15272 7.95 5.20-12.15 1.34 0.73-2.45

PUL2-53631 8.90 7.13-11.11 0.59 0.40-0.86

PPT-10193 9.00 6.47-12.51 n.d.

PPT-5486 9.46 7.26-12.31 1.28 1.08-1.51

PPT-10158 9.48 7.15-12.58 n.d.

PPT1-5123 9.49 7.56-11.90 1.37 1.02-1.84

PPT-10729 10.13 7.31-14.10 n.d.

PPT-5748 11.25 6.44-19.65 0.79 0.55-1.11

PUL-15272 11.25 7.92-15.97 1.01 0.72-1.43

PPT-5671 11.84 6.68-21.00 1.52 1.01-2.30

HEP-5123 12.94 9.80-17.08 1.17 0.66-2.08

ASC-53909 14.42 11.5-18.07 2.77 1.99-3.85

B-5123 14.79 9.30-23.52 1.25 0.81-1.93

PPT-15272 14.99 7.90-28.30 2.22 1.70-2.89

HEP1-15272 15.81 10.96-22.80 0.96 0.85-1.09

ASC-5193 26.51 19.96-35.23 3.46 1.94-6.15

B-15272 30.84 20.63-46.11 6.49 2.61-16.1

**Supplemental table 2**

**Cell Line Genotype**

PPT-3107 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-p53R172H/+*

PPT-3250 *Pdx1-Cre, LSL-KrasG12D/+*, *LSL-PCNAATG-fLuc/+,*

*LSL-R26Tva-lacZ/+*

PPT-3862 *Ptf1aCre/+, Pdx1-Cre, LSL-p110αH1047R/+*, *LSL-p53R172H/+*,

*LSL-R26Tva-lacZ/+*

PPT-4130 *Ptf1aCre/+, LSL-p110αH1047R/+*, *LSL-p53R172H/R172H*

PPT/ASC-5193 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-p53R172H/+*

PPT-5320 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-PCNAIRES-fLuc/+*

PPT-5486 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-p53R172H/+*,

*LSL- PCNAIRES-fLuc/+*

PPT-5671 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-PCNAATG-fLuc/+,* *LSL-R26Tva-lacZ/+*

PPT-5748 *Ptf1aCre/+, LSL-KrasG12D/+*

PPT/B-6051 *Pdx1-Cre, LSL-KrasG12D/+*, *LSL-p53R172H/+*

PPT-6554 *Ptf1aCre/+, LSL-KrasG12D/+*, *p53lox/lox*, *LSL-R26Tva-lacZ/+*

PPT-7662 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/+*

PPT-8024 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/Tva-lacZ*

PPT-8025 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/Tva-lacZ*

PPT-10158 *Ptf1aCre/+, LSL-p110αH1047R/+*, *LSL-R26Tva-lacZ/+*

PPT-10193 *Ptf1aCre/+, Pdx1-Cre, LSL-p110αH1047R/H1047R*,

*LSL-p53R172H/+*

PPT-10729 *Ptf1aCre/+, LSL-p110αH1047R/H1047R, LSL-p53R172H/R172H*

ASC-10755 *Ptf1aCre/+, LSL-p110αH1047R/H1047R, LSL-p53R172H/R172H*

PPT-16992 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/+*

PPT-17728 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/+*

PPT/ASC-53909 *Ptf1aCre/+, LSL-KrasG12D/+*, *LSL-R26Tva-lacZ/+*

PPT-D146 *Ptf1aCre/+, LSL-KrasG12D/+*, *p27+/-*

PPT-D380 *Ptf1aCre/+, LSL-KrasG12D/+*, *p27+/-*, *LSL-R26Tva-lacZ/+*

PPT-D613 *Ptf1aCre/+, LSL-KrasG12D/+*, *p27-/-*

PPT-D642 *Ptf1aCre/+, LSL-KrasG12D/+*, *p27-/-*

# Supplementary material for: Efemp1 and p27Kip1 modulate responsiveness of pancreatic cancer cells towards a dual PI3K/mTOR inhibitor in preclinical models
**Source:** Oncotarget. 2013 Feb 26;4(2):277–88. doi: 10.18632/oncotarget.859
**Supplement:** Supplementary file 2

## Efemp1 and p27Kip1 modulate responsiveness of pancreatic cancer cells towards a dual PI3K/mTOR inhibitor in preclinical models – Diersch et al

### Supplementary Material and Methods

#### *Compounds*

The PI3K inhibitor Bez235 was kindly provided by Novartis (Novartis, Basel, Switzerland). Cycloheximide was purchased from Sigma-Aldrich (Sigma-Aldrich, Munich, Germany), Rad001 from LC Laboratories (Woburn, MA, USA) and 5-bromo-4-chloro-3-indolyl  $\beta$ -D-galactopyranoside (X-Gal) from peqLab (peqLab, Erlangen, Germany).

#### *Mouse strains*

*LSL-Kras*<sup>G12D/+</sup> [1], *Ptf1a*<sup>Cre/+</sup> [2], *Pdx1-Cre* [1], *LSL-p53*<sup>R172H</sup> [3], *LSL-R26*<sup>Tva-lacZ</sup> [4], *LSL-p110a*<sup>H1047R</sup> [5] and *p53*<sup>lox</sup> [6] were described. p27<sup>Kip1</sup> knock-out mice were kindly provided by Dr. Roberts [7].

#### *RNAi target sequences*

Sequences of the used siRNAs are: human Efemp1-1: 5' G A U A U U G A U G A A U G U G A C A 3'; human Efemp1-2: 5' G U G U G U C A A C C A C U A U G G A 3'; murine Efemp1-1: 5' U G A G C A U C C U C A G C A A G A A 3'; murine Efemp1-2: 5' U A U A C A C C U C C A C A G A C C A 3' and control siRNA: 5' C A G U C G C G U U U G C G A C U G G 3'.

#### *Antibodies*

The following antibodies were used: Phospho-AKT (Ser473) (Cell Signaling, #4060), pan-AKT (Cell Signaling, #4691), Phospho-S6 (Ser235/236) (Cell signaling, #4856), pan-S6 (Cell signaling, #2317), SKP2 (H-435, sc-7164, Santa Cruz Biotechnology), p27<sup>Kip1</sup> (C-19, sc-528, Santa Cruz Biotechnology),  $\alpha$ -tubulin (Sigma-Aldrich, T6199), HDAC1 (05-614, Millipore) and  $\beta$ -actin (Sigma-Aldrich, A5316).

#### *qPCR primer sequences*

muEfemp1-fwd: 5` G C A A T G C T G G T G C T T G T G A A 3`, muEfemp1-rev: 5` A C A G A G C T T G T G C G G A A G G T T 3`, huEfemp1-fwd: 5` G A G G G G A G C A G T G C G T A G A C A 3`, huEfemp1-rev: 5` T C G G C A C A T G G C A T T T G A G A C 3`, mup27-fwd: 5` G T G G A C C A A A T G C C T G A C T C 3`, mup27-rev: 5` T C T G T T C T G T T G G C C C T T T T 3`, muCyclophilin-fwd: 5` A T G G T C A A C C C C A C C G T G T 3`, muCyclophilin-rev: 5` T T C T T G C T G T C T T T G G A A C T T T G T C 3`, huCyclophilin-fwd: 5` A T G G T C A A C C C C A C C G T G T 3`, huCyclophilin-rev: 5` T C T G C T G T C T T T G G G A C C T T G T C 3` .

### ***SA- $\beta$ -galactosidase staining***

For analysis of cellular senescence, cells were washed three times with PBS (pH 7.4) and fixed for 5 minutes with 2% paraformaldehyde at room temperature. After three washing steps with PBS (pH 7.4) the cells were incubated with freshly prepared X-Gal-staining solution (1 mg/ml X-Gal, 40mM citric acid/sodium phosphate (pH 6.0), 5mM potassium ferrocyanide, 5mM potassium ferricyanide, 150mM NaCl and 2mM MgCl<sub>2</sub>) at 37°C for 6 hours.

### ***Analysis of Microarrays***

The raw microarray probe intensities are processed with standard open-source bioinformatics tools to account for technical variation and to quantitate gene expression levels. 

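VSN (variance stabilizing normalization) fits an offset and a scale for each array and transforms intensities so that their variance depends little on the mean, which compresses differences between dim signals compared with a plain logarithm. RMA (robust multi-array average), the method named in the submitters' processing notes, subtracts a background estimated from a model, makes the intensity distributions of all arrays equal and combines the probes of a set by a robust fit on the log2 scale. Both give 1 value per probe set, and they differ most for dim transcripts.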

We use the method VSN [8] with standard parameters to summarize the different types of probes into probeset-level expression values, to correct for the microarray specific background intensity and to normalize the signal between different samples. Calculated expression values are log<sub>2</sub> transformed for further analyses. Statistical significance of differential expression and (log) fold change for each probeset was assessed with the R Bioconductor package “Limma” [9]. 

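A local false discovery rate is the estimated probability that a probe set with a given p-value is not differentially expressed, while the Benjamini-Hochberg adjusted p used for the values printed beside the results is the expected share of false calls among all probe sets with a p-value at least as small. Local false discovery rates were not computed here. Storey q-values, which first estimate the share of unchanged probe sets, estimated that share as 1, which leaves the adjusted p-values of Benjamini and Hochberg.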

To account for the number of tests (45.000 probesets) multiple testing correction was done by converting p-values into local false discovery rates [10]. Probesets are mapped to transcripts and genes with the current annotation provided by Affymetrix for the GeneChip Mouse

Genome 430 2.0. Clustering of differential expressed genes was performed by calculating the euclidean distance matrix between all gene expression profiles. Genes and samples are clustered according to this similarity measure and ordered in a hierarchical dendrogram.

### ***Stable transfection***

For stable transfection, linearized pCMV6-Efemp1 or pCMV6 plasmids were transfected using polyethylenimine (Sigma-Aldrich) as recently described [11]. pCMV6-Efemp1 was purchased from OriGene Technologies, Rockville, USA (MC201776). Twenty-four hours post-transfection, cells were serially diluted and cultured in medium containing 800 µg/ml Geneticin (Invitrogen). After two weeks, single clones were picked, propagated, and analyzed for Efemp1 expression. MiaPaCa2 cells stably transfected with pcDNA3 or pcDNA3-Ha-Skp2 were described [12].

### ***RCAS virus construction and RCAS virus transduction***

The RCASBP(A)-EGFP vector was recently described [4]. For generation of the RCASBP(A)-EGFP-Flag-SKP2 vector, the Flag-SKP2 expression cassette was excised from pcDNA3-Flag-SKP2 plasmid (kindly provided by Dr. Nakayama [13]) by XhoI digestion and blunt ended inserted into the PmeI site of the pEntr<sup>TM</sup> / D-Topo-EGFP vector (Invitrogen, Karlsruhe, Germany), which was modified with an EF1α-EGFP cassette. The Flag-SKP2-EF1α-EGFP cassette was transferred into the viral RCASBP(A) vector using Gateway® LR clonase<sup>TM</sup> enzyme mix (Invitrogen, Karlsruhe, Germany).

Transduction of the TvA expressing murine PPT-6554 cell line with RCASBP(A)-EGFP and RCASBP(A)-EGFP-Flag-SKP2 was done as recently described [4, 14].

### ***References: Supplementary Material and Methods***

1. Hingorani SR, Petricoin EF, Maitra A, Rajapakse V, King C, Jacobetz MA, Ross S, Conrads TP, Veenstra TD, Hitt BA, Kawaguchi Y, Johann D, Liotta LA, Crawford HC, Putt ME, Jacks T, et al. Preinvasive and invasive ductal pancreatic cancer and its early detection in the mouse. *Cancer Cell*. 2003; 4(6):437-450.

2. Nakhai H, Sel S, Favor J, Mendoza-Torres L, Paulsen F, Duncker GI and Schmid RM. Ptf1a is essential for the differentiation of GABAergic and glycinergic amacrine cells and horizontal cells in the mouse retina. *Development*. 2007; 134(6):1151-1160.
3. Olive KP, Tuveson DA, Ruhe ZC, Yin B, Willis NA, Bronson RT, Crowley D and Jacks T. Mutant p53 gain of function in two mouse models of Li-Fraumeni syndrome. *Cell*. 2004; 119(6):847-860.
4. Seidler B, Schmidt A, Mayr U, Nakhai H, Schmid RM, Schneider G and Saur D. A Cre-loxP-based mouse model for conditional somatic gene expression and knockdown in vivo by using avian retroviral vectors. *Proc Natl Acad Sci U S A*. 2008; 105(29):10137-10142.
5. Eser S, Reiff N, Messer M, Seidler B, Gottschalk K, Dobler M, Hieber M, Arbeiter A, Klein S, Kong B, Michalski CW, Schlitter AM, Esposito I, Kind AJ, Rad L, Schnieke A, et al. Selective requirement of PI3K/PDK1 signalling for Kras oncogene-driven pancreatic cell plasticity and cancer. *Cancer Cell*. 2013; in press.
6. Jonkers J, Meuwissen R, van der Gulden H, Peterse H, van der Valk M and Berns A. Synergistic tumor suppressor activity of BRCA2 and p53 in a conditional mouse model for breast cancer. *Nat Genet*. 2001; 29(4):418-425.
7. Fero ML, Rivkin M, Tasch M, Porter P, Carow CE, Firpo E, Polyak K, Tsai LH, Broudy V, Perlmutter RM, Kaushansky K and Roberts JM. A syndrome of multiorgan hyperplasia with features of gigantism, tumorigenesis, and female sterility in p27(Kip1)-deficient mice. *Cell*. 1996; 85(5):733-744.
8. Huber W, von Heydebreck A, Sultmann H, Poustka A and Vingron M. Variance stabilization applied to microarray data calibration and to the quantification of differential expression. *Bioinformatics*. 2002; 18 Suppl 1:S96-104.
9. Smyth GK, Yang YH and Speed T. Statistical issues in cDNA microarray data analysis. *Methods Mol Biol*. 2003; 224:111-136.

10. Benjamini Y and Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society*. 1995; 57(1):289-300.
11. Wirth M, Fritsche P, Stojanovic N, Brandl M, Jaeckel S, Schmid RM, Saur D and Schneider G. A simple and cost-effective method to transfect small interfering RNAs into pancreatic cancer cell lines using polyethylenimine. *Pancreas*. 2011; 40(1):144-150.
12. Schneider G, Saur D, Siveke JT, Fritsch R, Greten FR and Schmid RM. IKK $\alpha$  controls p52/RelB at the *skp2* gene promoter to regulate G1- to S-phase progression. *EMBO J*. 2006; 25(16):3801-3812.
13. Kamura T, Hara T, Kotoshiba S, Yada M, Ishida N, Imaki H, Hatakeyama S, Nakayama K and Nakayama KI. Degradation of p57Kip2 mediated by SCFSkp2-dependent ubiquitylation. *Proc Natl Acad Sci U S A*. 2003; 100(18):10231-10236.
14. von Werder A, Seidler B, Schmid RM, Schneider G and Saur D. Production of avian retroviruses and tissue-specific somatic retroviral gene transfer in vivo using the RCAS/TVA system. *Nat Protoc*. 2012; 7(6):1167-1183.

How the deposited data were processed for this re-analysis (not part of the article)

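RNA of 23 murine pancreatic ductal adenocarcinoma cell lines was measured on GeneChip Mouse Genome 430 2.0 arrays, with 1 array per line. The lines were grouped by the Bez235 IC_50_ value that supplemental table 1 gives for each line, with the paper's cutoff of 10 nmol/L, into 14 lines below it and 9 lines above it. The mouse was taken from the names of the lines and supplemental table 2. The site of origin was taken from the prefix of the name. PPT lines were taken as the primary tumour lines of Fig. 1C. All other lines, those with the prefixes ASC and B included, were taken as lines from metastases. The prefix B is not explained in the sources used here. No line was assigned by its array values.

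The authors deposited 1 log2 value per probe set and array, after background correction, normalization between arrays and summarisation of probes. The supplementary methods name VSN with standard parameters followed by a log2 transform, and the submitters' processing notes name RMA; versions are not given in the sources used here. The deposited log2 values were used as they are, with no second normalization and no pseudocount. Of 45101 probe sets, 64 control probe sets were left out, and the other 45037 were tested without a filter on dim signals. Gene symbols came from the platform's annotation: 34945 probe sets had 1 symbol, 932 several and 9160 none, and a probe set with several symbols was given no name. Where a gene has several probe sets, the one with the highest mean over all lines stands for it, except that genes named for the smallest p-values are given by the probe set with that p. Where another probe set of a named gene has a log2 fold change of the other sign, the text says so. No pair of arrays held identical values. The arrays carry no counts, so their number and the spread between lines set the precision.

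Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The same model was fitted with the log2 IC_50_ value as a continuous measure, with the site (metastasis minus primary tumour, the mouse as a random block) and with an interaction of IC_50_ group and site. In all, 27 gene lists with 379 entries, of which 351 were measured, were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. Correlations of signals with IC_50_ values were computed in Python 3.11.15 with SciPy 1.17.1, as Spearman's rho and Pearson's r on log2 IC_50_, with two-sided permutation tests of 100000 resamples, or of all permutations below 10 lines. The family held 7 relations: Efemp1, Cdkn1b and Skp2 against the IC_50_ values of Bez235 and of Rad001, and Efemp1 against Cdkn1b. Figures were drawn with matplotlib 3.10.9. The means of the interferon and p53 lists per line were compared by an exact permutation test, added after seeing the data. The limma fits, the correlation of the random block, camera and the permutation tests were tested on simulated data.

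The groups, tests, gene lists, the alternatives and the rule for the named genes were set before the data were examined, except the interaction of IC_50_ group and site and the other tests and alternatives named here as added after seeing the data. The rule takes the genes the paper names, the 10 probe sets with the largest change among those passing in each direction or, where fewer than 10 pass, the 10 with the smallest p, up to 4 members of each gene list with the smallest p, and the 10 probe sets with the smallest p by site; the text prints a part of these genes, chosen after their values were seen. The genes labelled in Fig. 1D were read by eye from the heat map.

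Lines whose names share a mouse number were taken as lines of 1 mouse. Their signals, centred for each probe set, went together, with a median correlation of 0.417 over 15 pairs from the same mouse and of -0.0854 over 238 other pairs. The mouse was therefore kept as a random block (correlation 0.281), as a fixed block, or reduced to 1 value per mouse and group, as alternatives to the comparison of IC_50_ groups. Other alternatives left out each mouse in turn or the line labelled B-152727, normalized the arrays again by quantiles, centred each array on its median, used only probe sets brighter than the median, used only lines whose IC_50_ interval excludes 10 nmol/L, split the lines at the median IC_50_, added the site as a covariate, or replaced limma's test by the methods' t-test, by trended and robust variances or by Storey q-values. Leaving out single lines that stood apart, a pair of them or the lines with a listed Trp53 R172H allele was added after seeing the data, as were the comparison with the order in Fig. 2B and the comparison by Trp53 allele. Of the lines in the paper's comparison, those without an array in the set used here were not analysed here, and the viability, qPCR and protein measurements of the paper were not re-analysed.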

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

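The tests of fibroblasts as a source of Efemp1, of the expressed neighbours of Efemp1, of 2 lines alone, of the list means and of genes that vary together behind the interferon list, and the choice of that list as the one with the smallest p, came only after those results were seen, and the interaction of IC_50_ group and site was added after the data were opened.

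Efemp1 stands out between the IC_50_ groups with a log2 fold change of -4.66, yet its adjusted p from limma is 0.286. Among 100 divisions of the lines into groups of 14 and 9, the real one included, 11 contained a probe set with an absolute moderated t as large as that of Efemp1, 5.79 (highest of the other divisions 7.34), so for the strongest of 45037 probe sets chance cannot be excluded in this way. Fibroblasts as the source of the signal are argued against in the 4 lines of mouse 53631, where Efemp1 lies at 10.43 to 11.03 and the highest signal of Col1a1, Col1a2 and Col3a1 is 4.36, against maxima over all lines of 11.07, 13.27 and 13.01, and in PPT-5193, B-6051 and PUL-15272, with Efemp1 at 9.84, 10.33 and 10.33, where it is 4.60, but stay open for the other 8 lines with low IC_50_ values, and the count over all lines decides nothing, since the 6 of 14 lines with low IC_50_ values whose fibroblast list mean lies below the median over all lines come from 3 of 10 mice, in a test that replaced an earlier one grouping lines by their Efemp1 signal. Of its 3 nearest measured genes on each side (order from the RefSeq annotation of GRCm38.p6; median log2 fold change -0.015), Ccdc85a and 2810471M01Rik lie near the floor and have no room to fall, so the planned test over all of them decides nothing, while the expressed neighbours Vrk2, Pnpt1, Ppp4r3b and Cfap36 had a median of -0.038 and minima over the lines of 6.25, 7.29, 8.18 and 7.96, which argues against loss of a segment that reaches them and leaves a smaller loss untested. A real association with Bez235 sensitivity stays open as the biological explanation and was not tested here on independent lines: the exact test of Efemp1 as a single gene restates its choice as the strongest difference between these groups, and the test over all probe sets did not pass. The paper reports that ASC-5193 clones given extra Efemp1 responded more to Bez235. It also reports a weaker response after Efemp1 knockdown in PPT-53631 and in human BxPc3 cells. Its qPCR correlation covers a larger set of lines, which includes the lines analysed here. Those measurements were not re-analysed.

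Limma called 0 probe sets by IC_50_ group at an adjusted p under 0.05, with 1803 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Any division of the lines gives at least 0, so that all 100 divisions drawn do so (highest of the other divisions 5) says nothing about chance. In the comparison of metastasis with primary tumour lines, limma also called 0 probe sets, with 1649 at an unadjusted p under 0.05, and the comparison with 100 divisions (highest other 0) again says nothing.

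Higher signals of interferon response genes in the lines with high IC_50_ values are a signal in genes the paper does not discuss (camera, adjusted p = 1.28e-08). Divisions of the lines into groups of the same sizes took the lines as independent, although 14 of them come from 5 mice. In 3 of 100 such divisions, the real one included, the camera p of the interferon list was as small as the real 4.73e-10 (smallest of the others 7.36e-11), but the list was picked as the strongest of 27, and 54 of the 100 divisions gave as many passing lists as the real 5 (highest other 13). Whether it rests on ASC-5193 and PPT-5748 alone stays open: without both the adjusted camera p was 0.0329, but the difference of the list means dropped from 0.60 (exact permutation test over lines, two-sided p = 0.0581; 0.0488 without PPT-5671) to 0.14 (standard error 0.20; exact p = 0.517). Genes that vary together in every line are a possible explanation for the small p: with an estimated correlation the adjusted p was 0.369. No biological explanation of this pattern was tested.

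Other lists that the paper does not discuss also passed camera's test by IC_50_ group. The p53 targets were higher (adjusted p = 1.03e-05), and the cholesterol synthesis list (adjusted p = 0.000655) and the proliferation list (adjusted p = 0.00264) were lower in the lines with high IC_50_ values. With an estimated correlation the adjusted p was 0.369 for the p53 targets and 0.979 for both other lists. The proliferation list had an adjusted p of 0.56 without PPT-5748 and of 0.141 without PPT-5671, and the cholesterol synthesis list of 0.0524 without PPT-5671. By site, the mesenchymal list (adjusted p = 0.0238) and the fibroblast list (adjusted p = 0.0348) were lower and the pancreatic duct list (adjusted p = 0.0348) was higher in lines from metastases. With an estimated correlation the adjusted p of each of these 3 lists by site was 0.956, and 70 of 100 divisions gave at least 3 passing lists (highest other 11), so chance cannot be excluded. With 1 value per mouse none of the 3 passed (adjusted camera p 0.48 for the mesenchymal, 0.48 for the fibroblast and 0.46 for the pancreatic duct list). Among brighter probe sets none passed either (0.0545, 0.0576 and 0.0545). All 3 passed with the mean over each gene's probe sets (0.0226, 0.0451 and 0.0352). In the pancreatic acinar list Cela1, an elastase gene, passed by site when adjusted over the list alone (limma, adjusted p = 0.00873).

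Gprc5c, which encodes an orphan G protein-coupled receptor, differed between primary and metastatic lines in its relation to the IC_50_ group (interaction -3.63, standard error 0.53, limma, adjusted p = 0.038). Its mean log2 signal was 6.78 in 3 primary lines with high IC_50_ values, against 3.16 in 9 primary lines with low, 2.91 in 6 metastasis lines with high and 2.92 in 5 metastasis lines with low IC_50_ values. The last 3 means lie below the median of all values on the arrays, 3.76, and are not shown to be above background, so the size of the interaction is uncertain. Of 100 assignments of the lines to cells of these sizes, 10 gave at least 1 such probe set (highest other 7), so chance cannot be excluded for this count. At an unadjusted p under 0.05 the interaction had 5262 probe sets, against 2252 expected by chance, and 4 of the 100 assignments gave as many (highest other 5982). Both the interaction fit and the 100 assignments took the lines as independent, although several lines share a mouse. The gene was named after its value was seen.

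In 5 of 74 values tested among the 9 lines with high IC_50_ values, 1 line lay far from the other lines, where chance alone gives such a line in about 5% of tests. ASC-5193 stood apart with a Fbln2 signal of 3.25, a Fbln1 signal of 6.34 and a Cxcl10 signal of 10.53. PPT-5671 stood apart with a Fas signal of 6.91. ASC-53909 stood apart with a mean of 5.26 over the drug efflux transporters.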

How the results depend on the processing

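Leaving out PPT-5486, ASC-5193, PPT-5748 or PPT-5671, ASC-5193 and PPT-5748 together, or the lines with a listed Trp53 R172H allele was chosen after seeing the data; the other settings were planned. Efemp1 stayed lower in the lines with high IC_50_ values under all 31 alternatives, with log2 fold changes from -6.25 to -4.19 and, leaving out each mouse in turn, from -5.28 to -4.19. Its adjusted p stayed above 0.05 under 30 of them, from 0.0526 without mouse 15272 to 0.9999. Under the methods' t-test at unadjusted p, Efemp1 passed (-4.66, p = 1.81e-05) and 1792 probe sets were counted. With the mouse as a fixed block, which rests on 2 mice with lines in both groups, Efemp1 had a log2 fold change of -4.40 (standard error 1.81) and ranked 2074 by p; it also lost rank 1 without mouse 5123 (rank 2), without mouse 53631 (rank 9), over the 10 lines whose IC_50_ interval excludes 10 nmol/L (rank 20) and without the R172H lines (rank 3). Only those 10 lines gave calls after adjustment, 5 probe sets of Scube3, Cadps, Cldn34c1, Tafa5 and Fam210b, genes named after their values were seen; the cause was not tested. The mouse as a block changed no call of a probe set by IC_50_ group, and the gene lists by IC_50_ group were not tested with such a block. With 1 value per mouse and group the same 5 lists passed. Their adjusted camera p ran from 2.575e-10 for the interferon list to 0.003415 for the fibulin family. These 5 lists also passed among brighter probe sets and with the mean over each gene's probe sets. With an estimated correlation 0 gene lists passed in either contrast; by site 1 list (interferon response) passed with 1 value per mouse and 0 among brighter probe sets, and the cause was not tested. Camera's calls by IC_50_ group also moved with single lines: the fibroblast list passed without ASC-5193, and the elastic fibre and TGF-beta target lists passed without PPT-5486 or without PPT-5671. Without the R172H lines 9 lists passed, the epithelial, mesenchymal, Notch and fibroblast lists besides the 5, and with an estimated correlation the smallest adjusted p of the 9 was 0.716; the cause was not tested.

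The relation of Efemp1 with the Bez235 IC_50_ kept its direction under all 23 alternatives (rho from -0.939 to -0.301; leaving out each mouse, from -0.851 to -0.793) and missed the threshold within the 9 lines of high IC_50_ (rho -0.301), where fewer lines were tested. In the family of 7 relations, 1 passed with 1 value per mouse, against 2 otherwise. Of 46 other named genes 7 changed sign under some alternative, none having passed, and the causes were not tested: Cdkn1b with the mouse as a random block (-0.033), as a fixed block (-0.80), with 1 value per mouse (-0.011) and without mouse 53631 (-0.0056; up to 0.306 leaving out other mice); Gimap9 (-0.46) and Fundc2 (-0.13) with the fixed block; and Fbln1 (0.47), Mdm2 (-0.062), Nsdhl (0.0062) and Skp2 (0.29) over the 10 lines. The relation of Skp2 with the Rad001 IC_50_ changed to a rho of 0.0709 without B-15272 and B-53631. Signals near the floor of the arrays, such as Efemp1 at 1.72 in PPT-5748, carry no order below it.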

Differences from the paper's values

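The paper's p-value for Efemp1 between the IC_50_ groups is 0.02, and the adjusted p from limma over 45037 probe sets was 0.286, with an unadjusted p of 6.35e-06. None of the 28 alternatives set before the data were examined gave an adjusted p within 1.5 times the paper's value: adjusted values ran from 0.0526 to 0.9999, and the methods' t-test gave an unadjusted p of 1.81e-05. The paper's methods name local false discovery rates, which were not computed here, and cite for them the work of Benjamini and Hochberg, whose adjustment was used here; its comparison holds 28 lines against 23 here. The paper's log fold-change of -4.7 stands beside -4.66, and its Spearman coefficient of 0.86, printed without a sign, beside a size of 0.835.

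The paper's text calls the genes in Fig. 1D the most significant ones, and its legend calls them the probe sets with the highest fold change. The gene labels read by eye from that heat map are fewer than the list it shows, so no overlap with it is given. Of 21 measured labels other than Efemp1, 17 had at least 1 probe set with an unadjusted p under 0.05 from limma, and none had an adjusted p below 0.9997.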

Other observations

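The test of fibroblasts in the culture of PPT-5486, leaving out the lines with a listed Trp53 R172H allele, the relation to the order in Fig. 2B and the comparison by Trp53 allele were chosen only after the data were seen.

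Some epithelial and mesenchymal genes differed widely between the lines. The first principal component of all probe sets took 30.2% of the variance; no gene list was tested against it, and the genes most closely tied to it included the epithelial splicing regulator Esrp2 (r = -0.971) and the mesenchymal transcription factor Prrx1 (r = 0.963). The E-cadherin gene Cdh1 had a log2 signal of 11.81 in PPT-3107 and 11.72 in HEP2-53631, but of 2.22 in PPT-3250 and 2.75 in ASC-5193, while Prrx1 was at 3.23, 2.54, 10.38 and 10.79 in these lines. Other genes did not follow this division: in the same order the keratin gene Krt18 was at 13.74, 12.82, 12.47 and 2.46. The vimentin gene Vim was at 13.28, 12.48, 13.01 and 12.94. These genes were named after their values were seen. By IC_50_ group the epithelial list had an adjusted camera p of 0.965 and the mesenchymal list of 0.855. Without the lines with a listed Trp53 R172H allele the epithelial list was higher (adjusted camera p = 0.0347) and the mesenchymal list lower (adjusted camera p = 0.00893) in the lines with high IC_50_ values, with an adjusted p of 0.835 for each with an estimated correlation. PPT-3250 and PPT-5320, with Cdh1 at 2.22 and 5.87, had Efemp1 signals of 9.96 and 11.41, and PPT-53631, with Cdh1 at 11.42, had 10.49, while ASC-5193 had 2.26 and PPT-5748, with Cdh1 at 11.26, had 1.72.

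Components of the pathway that Bez235 inhibits did not pass a test between the IC_50_ groups. Of 22 PI3K-AKT-mTOR components 10 had positive and 12 negative log2 fold changes, and the list had an adjusted camera p of 0.965. Pdpk1, the kinase upstream of AKT, differed by 0.15 (standard error 0.08) and Rps6, the ribosomal protein S6, by -0.45 (standard error 0.23), each with an adjusted p of 0.9997 from limma. Rps6 was lowest in PUL-15272, at 7.13, against 7.89 to 9.46 in the other lines with high IC_50_ values. The negative regulators of the pathway (adjusted camera p 0.965), the EGF receptor family (0.965) and the Notch pathway list (0.197) did not pass either, though the Notch list passed without the lines with a listed R172H allele (0.0251; 0.716 with an estimated correlation). Cdkn1b, which encodes p27Kip1, had log2 signals of 9.35 ± 0.34 (SD, n = 14) and 9.46 ± 0.65 (SD, n = 9), a difference of 0.11 (standard error 0.20; adjusted p = 0.9997 from limma), and Skp2, which targets p27Kip1 for degradation, differed by -0.33 (standard error 0.26; adjusted p = 0.9997 from limma). The lowest Skp2 signal was that of PPT-5671, 6.38, against 7.06 to 8.96 in the other lines with high IC_50_ values, so part of the Skp2 difference comes from this line. The difference of Cdkn1b was -0.80 with the mouse as a fixed block (standard error 0.31; limma, p = 0.0267, adjusted p = 0.72), -0.033 as a random block and -0.011 with 1 value per mouse, against 0.39 without the lines with a listed R172H allele (standard error 0.18; limma, p = 0.0451, adjusted p = 0.992), and adjusted p-values over its alternatives ran from 0.72 to 1. The lowest Cdkn1b signal was that of ASC-5193, 8.05, against 9.00 to 10.10 in the other lines with high IC_50_ values. PPT-5193, of the same mouse, had 9.59. In mouse 15272, also with lines in both groups, LN1-15272 had 9.79 and the lines with high IC_50_ values 9.00, 9.34 and 10.10. The size of the fixed-block difference therefore depends on ASC-5193. At another probe set the difference was -0.016 for Cdkn1b and 0.12 for Skp2. Efemp1 and Cdkn1b signals had a rho of -0.314 (permutation p = 0.145, adjusted p = 0.32) and an r of -0.108 (permutation p = 0.624, adjusted p = 0.856); without ASC-5193 and PPT-17728, the 2 lines farthest from the median Cdkn1b signal, r was -0.531 (permutation p = 0.0126, adjusted p = 0.044) and rho -0.469 (permutation p = 0.0339, adjusted p = 0.0792). With 1 value per mouse rho was -0.125 (permutation p = 0.673, adjusted p = 0.844) and r -0.298 (permutation p = 0.307, adjusted p = 0.54). The arrays measure transcripts and not p27Kip1 protein, and within-site values were computed only for the relation of Efemp1 with the Bez235 IC_50_.

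Efemp1 was also lower in lines with high Rad001 IC_50_ values, with a rho of -0.683 (permutation p = 0.00049, adjusted p = 0.00171) and an r of -0.589 (permutation p = 0.00323, adjusted p = 0.0113). Without B-15272 and B-53631, the 2 lines farthest from the median log2 Rad001 IC_50_, r was -0.456 (permutation p = 0.0367, adjusted p = 0.0855) and rho -0.605 (permutation p = 0.00419, adjusted p = 0.0147). With 1 value per mouse rho was -0.626 (permutation p = 0.0185, adjusted p = 0.0649) and r -0.405 (permutation p = 0.15, adjusted p = 0.525).

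The order of the lines in the qPCR measurement of Fig. 2B, read from its axis, had a rho of 0.728 with the array signal of Efemp1 over 23 lines (permutation p = 0.00012) and of 0.664 without PPT-5748 and ASC-5193, the 2 lines farthest from the median array signal; a Pearson r cannot be given for an order. PPT-5486 ranks 1 of these lines from below by qPCR and 9 by array, with an array signal of 8.47. Larger gaps were those of ASC-53909, which ranks 20 by qPCR and 8 by array, and PPT-16992, which ranks 10 and 20.

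PPT-5486 carried epithelial and fibroblast transcripts together. Its mean over the fibroblast list, 9.38, was the highest of all lines, against a median of 3.65 in the other lines, and so was its mesenchymal mean of 9.75, while its epithelial mean of 6.79 lay near the median of the others, 6.88. On the fibroblast list ASC-53909 at 9.20, PPT-5320 at 8.83 and PPT-3250 at 8.34 came next. Fibroblasts in the culture of PPT-5486 are a candidate source: 10 of 11 fibroblast genes lay above their 75th percentile over the lines, with Col3a1 at 13.01, Col1a2 at 13.15 and Fap at 8.10. But Col3a1 and Col1a2 are also at 12.80 and 13.27 in ASC-53909, 12.25 and 12.98 in PPT-5320, and 11.38 and 11.98 in PPT-3250. The matrix gene Lum is at 2.51 in PPT-5486. Of 27 epithelial genes 12 lay above their median, fewer than the more than 13 that the test asked for. A second test, of a mesenchymal state of the tumour cells themselves, was run and left out because it grouped lines by the outcome. A mixed culture and tumour cells that express these genes themselves cannot be told apart from 1 array, and no biological explanation was tested.

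The mean over the p53 targets was 7.15 ± 0.31 (SD) in 6 lines for which supplemental table 2 lists a Trp53 R172H allele and 7.66 ± 0.94 (SD) in 7 lines without a listed Trp53 allele (exact permutation test, two-sided p = 0.251). Of these 7 lines, PPT-5671 lay at 9.49 and the others between 6.45 and 7.91. The test took the lines as independent, although PPT-5193 and ASC-5193 share a mouse, as do PPT-6051 and B-6051. The other 10 lines, whose genotypes were not used here, had means from 8.08 to 8.85.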
